A study of Homo sapiens with 32 samples. Its data were reported in "Co-transcriptional Loading of RNA Export Factors Shapes the Human Transcriptome" (2019).

How the data were processed

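Crosslinks of 3 human mRNA export factors and of a FLAG-only Control were measured by iCLIP (individual nucleotide resolution UV crosslinking and immunoprecipitation). In this assay, protein is crosslinked to RNA by UV light in living cells, the complexes are immunoprecipitated, and reverse transcription tends to stop at the crosslinked base, so that the base just 5′ of a read marks the contact. Alyref and Chtop are subunits of TREX, the complex that couples transcription to nuclear export of mRNA, and Nxf1 is the export receptor. Each was FLAG-tagged and expressed from an inducible locus in HEK293T FlpIn cells, an established human embryonic kidney line with a recombination site for single-copy transgenes. Per the labels, tetracycline was given for 48 h at 10 ng/mL for Alyref and Chtop and at 5 ng/mL for Nxf1.

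The series lists 32 lane runs, 8 per group, which belong to 12 libraries: 3 replicates each of Alyref, Chtop, Nxf1 and Control. Runs of the same library were treated as technical and each library counted once. Replicate 1 was sequenced on HiSeq lanes 7 and 8 and a MiSeq run, replicate 2 on lanes 5 and 6 and a MiSeq run, and replicate 3 on lanes 7 and 8. Replicate number and lane set therefore coincide, and each lane set holds every group, so that the lanes are not confounded with the factors. The same numbers were also tried as a block, as described in the closing section.

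The deposited values are counts. The authors removed phiX reads with bowtie, moved the random barcodes to the read names with UMI-Tools 0.5.3, trimmed and demultiplexed with Reaper keeping reads above a minimum length, aligned with STAR 2.4.2a against hg19 with Ensembl 75 junctions keeping uniquely mapped reads, merged lanes and removed duplicates by their random barcodes. The deposited file of a library lists each crosslinked base with its strand and the number of deduplicated reads there (tags). The crosslinked base was taken by the authors as the most 5′ deletion in the read, or else the base before the read. Because duplicates were collapsed by molecular barcodes, a tag stands for 1 cDNA, and the binomial intervals given here cover counting error only. A pooled file per group was also deposited and differed from the sum of its replicates at 0 positions. Columns of per-sample values left unused numbered 0.

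Positions were annotated with the GRCh37 genome sequence and GENCODE release 44 mapped to GRCh37, the build of the files, on the strand of the tag. This is a later annotation than the one used for alignment. The annotation gave 63793 genes, 19515 of them protein-coding and 19234 of these with a canonical transcript. The mitochondrial chromosome of the files is of another sequence version (positions up to 16572), so it entered only as its share of all tags. Tags in a single gene made up 62.9% to 88.1% of a library, and tags in more than 1 gene 1.72% to 3.19%. Tags in more than 1 gene on a strand were left out of the gene counts. Tags of multi-copy families depend on the unique-mapping filter and are treated as uncertain.

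The following measures were computed per library. The region shares are percentages of tags in coding sequence (CDS), 3′ UTR, 5′ UTR, non-coding exon, intron and sequence outside annotated transcripts. The junction window share is the percentage of tags within 100 nt of internal exon-exon junctions that lie between -75 and -24 nt, with exons under 100 nt and the first and last junction of each transcript left out and junctions weighted equally. The last to first exon ratio is the log2 ratio of tag density in genes of at least 3 exons. The transcript-end ratio is the log2 ratio of tags in the 50 nt downstream to tags in the 50 nt upstream of annotated ends. The log2 density ratios of single-exon to multi-exon genes (histone genes apart) and of introns retained in another isoform to other introns were also taken. Further measures were the percentage of positions with another position of that library within 15 nt after thinning to equal depth (mean of 10 draws), the mitochondrial share and the percentage of uracil at the crosslinked base. The factor sets were compared with Control by class as log2 ratios of tag shares with pooled replicates, with 95% bootstrap intervals from 1000 resamples of genes or exons. These intervals hold the libraries fixed. The share of protein-coding genes with a tag and of positions recurring in another library were described without a test.

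Per-library measures were tested with two-sided exact permutation tests in 2 families of 42 comparisons. The first family set the 3 libraries of a factor against the 6 of the other factors (84 splits, smallest p 0.0238) and the second set each factor against Control, where 3 libraries against 3 cannot give a p below 0.1. Benjamini-Hochberg adjustment was made within each family. Tags per gene and per 10 kb strand-specific bin were tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM normalization, filterByExpr, all 12 libraries in 1 fit) in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was taken as its size over the square root of F. TMM factors ran from 0.857 (Nxf1 3) to 1.53 (Control 1). Other computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Where a group had 0 tags a fold was given as a lower bound against 3 tags, and where it had 1 to 3 tags as a ratio of pooled tag shares with an exact Clopper-Pearson interval.

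The groups, tests, named-gene rule and most alternatives were fixed before the data were examined. The rule named, per comparison and direction, the 3 features with the largest fold change among those past the threshold whose libraries did not overlap between groups. In addition ALYREF, CHTOP, NXF1, XIST, MALAT1, NEAT1, DDX39B, RBM39, ENO1, SRSF7, HNRNPA2B1, TARDBP, JUN, IER5, TAF7 and FRAT2 were always examined. The alternatives comprised other scalings (RLE size factors, library totals), other count filters, exonic tags only, DESeq2 1.42.0, fits of only the groups compared, counting each position once, other windows and exon lengths, thinning, the replicate block and leaving out each library in turn. Another 2 alternatives were chosen after seeing the data, namely leaving out replicate 1 of every group and leaving out positions that recurred at a fixed offset in another library. Poly(A) site maps, RNA abundance and ChIP data were not used here, so tag counts per gene reflect RNA abundance as well as binding.

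The procedures were tested on simulated data. For edgeR, counts were drawn from a gene profile common to all libraries, and only genes above the median in total tags were changed. Recovery of genes with fewer tags was therefore not tested. With 200 of 3417 genes changed 4-fold, edgeR recovered 76.5% for Alyref against Control, 81.5% for Chtop against Control, 73.0% for Nxf1 against Control, 100% for Alyref against Chtop, 97.5% for Alyref against Nxf1 and 97.0% for Chtop against Nxf1. False calls numbered 6, 6, 4, 6, 5 and 10 in the same order. For 8 measures with planted log2 changes, the recovered values differed from the planted ones by -0.18 to 0.07, and groups simulated without change differed by at most 0.24. The planted values were computed by the same measures on the weights used for drawing, and tags were drawn from pooled positions. This check therefore covers sampling error at these depths, and cannot show an error in how a measure is defined or the spread between libraries. The search for positions recurring at an offset was given 1 pair of libraries with 500 planted positions and found 2 pairs, the planted one included.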

Results

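The data were crosslinked bases of FLAG-tagged Alyref, Chtop and Nxf1 and of a FLAG-only Control, each in 3 libraries. The Control gives the background of the procedure. Induction was not the same for all factors, with 5 ng/mL tetracycline for Nxf1 against 10 ng/mL for Alyref and Chtop. Depth differed widely. Alyref libraries held 81307, 631704 and 603291 tags for replicates 1, 2 and 3, Chtop libraries 47052, 538844 and 429573, Nxf1 libraries 8134, 119191 and 179346, and Control libraries 7017, 46628 and 36978. Replicate 1 was the shallowest in every group. Depths per gene are given as CPM, the tags scaled to library size. A count of 0 tags allows up to 4.75 CPM in Alyref 2 but up to 428 in Control 1, so that absence from the Control is weak evidence for a single RNA. Between 93.7% and 98.9% of tags were alone at their base.

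The first question was where along transcripts each factor was crosslinked. CDS took 26.0% ± 2.90 (SD, n = 3) of Alyref tags, 24.9% ± 4.99 (SD, n = 3) of Chtop tags and 15.5% ± 8.10 (SD, n = 3) of Nxf1 tags, against 10.6% ± 8.84 (SD, n = 3) in the Control. The Alyref CDS share lay above the Control in every library, by 15.4 percentage points (exact permutation test, p 0.1, the smallest possible with n = 3 per group, adjusted over 42 tests 0.247). The alternative that moved this difference most left out Control 1, which raised it to 20.4. Control 1 (20.6%, 95% Wilson interval 19.6 to 21.5) stood apart from Control 2 (7.50%) and Control 3 (3.73%), and the Nxf1 libraries spread likewise, at 23.7%, 15.2% and 7.51%. The difference of Nxf1 from the other factors was -9.97 points (exact permutation p 0.0714, adjusted over 42 tests 0.231), and it was carried by replicates 2 and 3.

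Chtop tags were placed in 3′ UTRs more often than those of the other factors. The 3′ UTR share was 23.5% ± 6.06 (SD, n = 3) for Chtop, 12.1% ± 0.523 (SD, n = 3) for Alyref, 14.8% ± 7.43 (SD, n = 3) for Nxf1 and 7.62% ± 3.58 (SD, n = 3) for the Control. Chtop exceeded the other factors by 10.1 points (exact permutation p 0.0476, adjusted over 42 tests 0.231), and was the highest factor in 2 of 3 replicate numbers. Without Nxf1 3 the difference was 8.87 points (exact permutation p 0.0714), and leaving out Alyref 1, Alyref 2, Alyref 3 or Nxf1 2 also gave p 0.0714. Introns held fewer Chtop tags, 25.4% ± 5.45 (SD, n = 3), than Alyref tags, 36.9% ± 6.12 (SD, n = 3), Nxf1 tags, 39.7% ± 9.81 (SD, n = 3), or Control tags, 49.5% ± 7.53 (SD, n = 3). The intron difference of Chtop from the other factors was -12.8 points and had the same direction in all 3 replicate numbers (exact permutation p 0.0476, adjusted over 42 tests 0.231, and 0.0714 unadjusted on leaving out Alyref 1, 2 or 3 or Nxf1 2 or 3). Against the Control, the intron share was lower by every library for Alyref (-12.7 points) and for Chtop (-24.1 points), both at the smallest possible exact permutation p of 0.1. In 5′ UTRs the Alyref share of 3.91% ± 0.374 (SD, n = 3) was 1.05 points above the other factors (exact permutation p 0.0476, adjusted over 42 tests 0.231, and 0.0714 unadjusted on leaving out Chtop 1 or 2 or any Nxf1 library), next to 2.20% ± 1.36 (SD, n = 3) in the Control. Tags outside annotated transcripts reached 37.4% in Control 3 and 32.1% in Nxf1 3, and their share did not differ between groups beyond the spread of libraries.

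**Figure D1:**
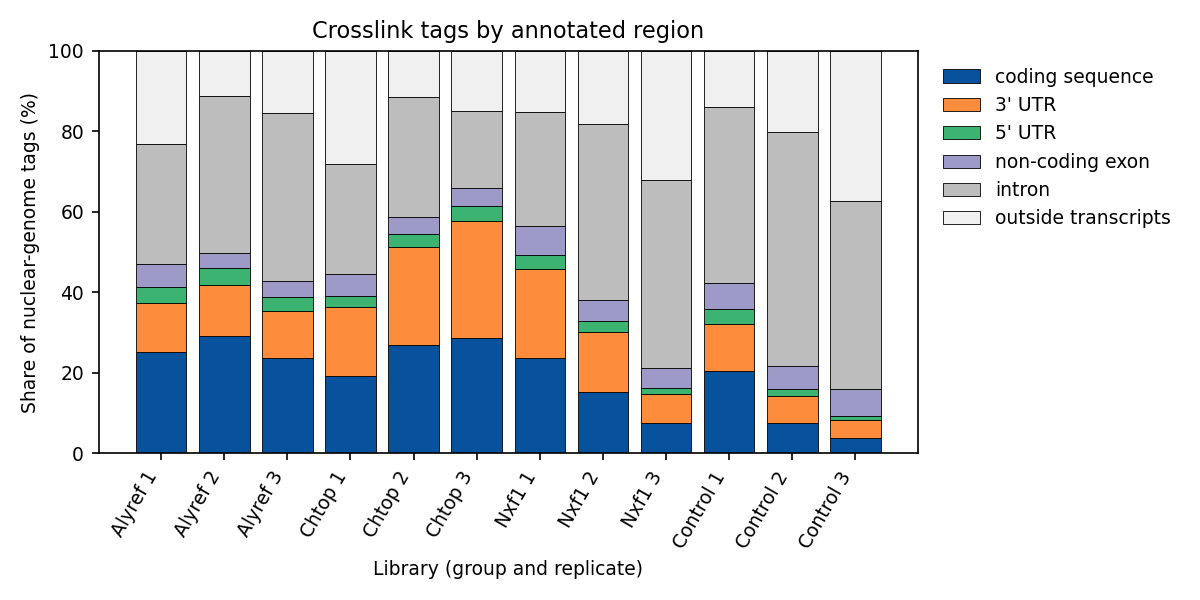
Each stacked bar is 1 library, grouped by factor and numbered by replicate, and its segments give the percentage of tags per region on the vertical axis. CDS ranges from 3.73% in Control 3 to 29.2% in Alyref 2, and Control 1 and Nxf1 1 have larger CDS segments (20.6% and 23.7%) than the other libraries of their groups.

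To ask which RNA classes were enriched over background, tag shares of pooled replicates were divided by those of the Control. Protein-coding genes were enriched by a log2 ratio of 0.33 (95% bootstrap interval 0.29 to 0.36) for Alyref and 0.34 (0.29 to 0.38) for Chtop. Single libraries ranged from 0.114 to 0.383 for Alyref and from 0.008 to 0.377 for Chtop. The ratio for Nxf1 was 0.04 (0.02 to 0.06), but the Nxf1 libraries ranged from -0.11 to 0.26 and the sign reversed to -0.14 without Control 3 and to -0.09 without Nxf1 2. Long non-coding RNA genes were depleted, with log2 ratios of -0.35 for Alyref, -0.34 for Chtop and -0.17 for Nxf1. Ratios for snRNA genes were -1.97 (-2.21 to -1.69) for Alyref and -2.56 (-2.70 to -2.38) for Chtop, though single libraries ranged from -2.54 to -0.27 and from -3.08 to -0.23, and the Nxf1 value of -0.31 became 0.26 without Control 3. For rRNA genes and their pseudogenes the log2 ratios were -2.74, -2.99 and -0.99 for Alyref, Chtop and Nxf1. Single libraries ranged from -3.41 to -0.74, -3.54 to -0.40 and -1.17 to 0.77 in that order. Miscellaneous RNA genes were at -1.02 and -2.84 for Alyref and Chtop but at 0.76 (0.48 to 1.08) for Nxf1. Their single libraries ranged from -1.98 to 0.73, -3.54 to -0.78 and -0.34 to 0.91 in the same order. Near-identical copies make the short-RNA values uncertain under unique mapping. The bootstrap covers the sampling of genes and not the spread of libraries.

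Exons were enriched in a position-dependent way. For Alyref the log2 ratio was 1.71 (1.62 to 1.82) in first exons, 2.01 (1.97 to 2.05) in middle exons and 1.10 (1.05 to 1.16) in last exons. For Chtop it was 1.53 (1.40 to 1.65), 1.89 (1.84 to 1.94) and 2.21 (2.16 to 2.28) in the same order. For Nxf1 it was 0.46 (0.35 to 0.57), 0.59 (0.55 to 0.64) and 0.84 (0.79 to 0.90). Single Nxf1 libraries spread more widely, from -0.11 to 1.22, 0.05 to 1.69 and 0.28 to 1.96 in that order. Middle exons shorter than 100 nt separated the factors, with 2.15 (2.06 to 2.24) for Alyref, 0.95 (0.86 to 1.04) for Chtop and 0.37 (0.27 to 0.47) for Nxf1, whereas middle exons of 100 nt or more gave 1.97 (1.92 to 2.01), 2.04 (1.99 to 2.10) and 0.64 (0.59 to 0.69). These ratios moved in both directions when 1 library was left out. Without Control 3 the middle-exon ratio of Alyref was 1.57 and the short-exon ratios were 1.68 for Alyref, 0.48 for Chtop and -0.10 for Nxf1, and without Nxf1 2 the first-exon ratio of Nxf1 was -0.01 and its short-exon ratio -0.05, while without Nxf1 3 they were 0.998 and 0.86. Whole introns were depleted, with -0.44, -1.15 and -0.22 for Alyref, Chtop and Nxf1. Introns that another isoform retains gave 0.20 (0.07 to 0.34) for Alyref, 0.28 (0.12 to 0.43) for Chtop and -0.10 (-0.22 to 0.03) for Nxf1, and without Control 3 the first 2 became -0.15 and -0.07, so no enrichment of retained introns over the Control was established. Single-exon genes rested on 195 Control tags and gave 0.42 (0.14 to 0.76), 1.85 (1.53 to 2.17) and 0.64 (0.29 to 1.00).

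**Figure D2:**
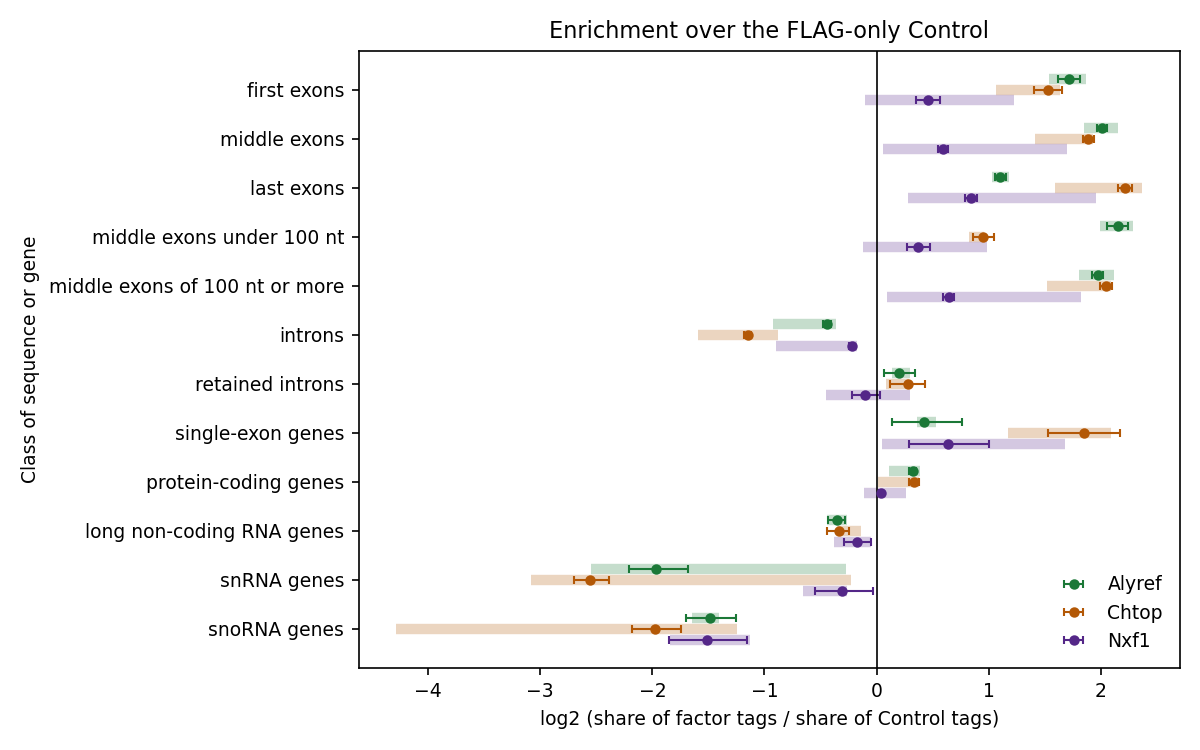
Points give the log2 enrichment of each factor over the Control (horizontal axis) for 12 classes of gene, exon or intron (vertical axis), with bars for the 95% bootstrap interval and pale bands for the range of single libraries. Alyref is highest in middle exons under 100 nt (2.15) and Chtop in last exons (2.21). In first exons the band of Nxf1 (-0.11 to 1.22) is wider than its bar.

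Crosslinking near spliced junctions was examined because the exon junction complex is laid down just upstream of them. Tags within 100 nt of 72971 internal exon-exon junctions numbered 184308 for Alyref, 123895 for Chtop, 15832 for Nxf1 and 3051 for the Control. The share lying 75 to 24 nt upstream was 29.2% ± 0.624 (SD, n = 3) for Alyref, 25.4% ± 0.591 (SD, n = 3) for Chtop and 26.8% ± 0.750 (SD, n = 3) for Nxf1. Alyref exceeded the other factors by 3.10 points without overlap of libraries, in 3 of 3 replicate numbers (exact permutation p 0.0238, the smallest possible with n = 3 against n = 6, adjusted over 42 tests 0.231). The alternative that moved it most, exons of at least 200 nt, gave 6.53 points at the same p. The Control share was 27.7% ± 2.06 (SD, n = 3), and Alyref exceeded it by 1.54 points in 2 of 3 replicate numbers (exact permutation p 0.2, where n = 3 per group cannot give less than 0.1), by 0.362 points without Control 3, or by 5.12 points with exons of at least 200 nt (exact permutation p 0.4). The difference of Chtop from the other factors was -2.65 points (exact permutation p 0.0476, adjusted over 42 tests 0.231), and p rose to 0.0714 on leaving out Alyref 1, 2 or 3 or Nxf1 1 or 3. Smoothed over 11 nt, the Alyref profile was highest at -31 nt, with 0.650% of tags per nt, and its libraries peaked at -31, -32 and -30 nt. The Chtop profile was highest at 7 nt downstream, with 0.547% of tags per nt and libraries at 9, 7 and 7 nt. Nxf1 libraries peaked at -49, 7 and -37 nt and Control libraries at -39, 10 and 6 nt, so neither had a reproducible peak at this depth.

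**Figure D3:**
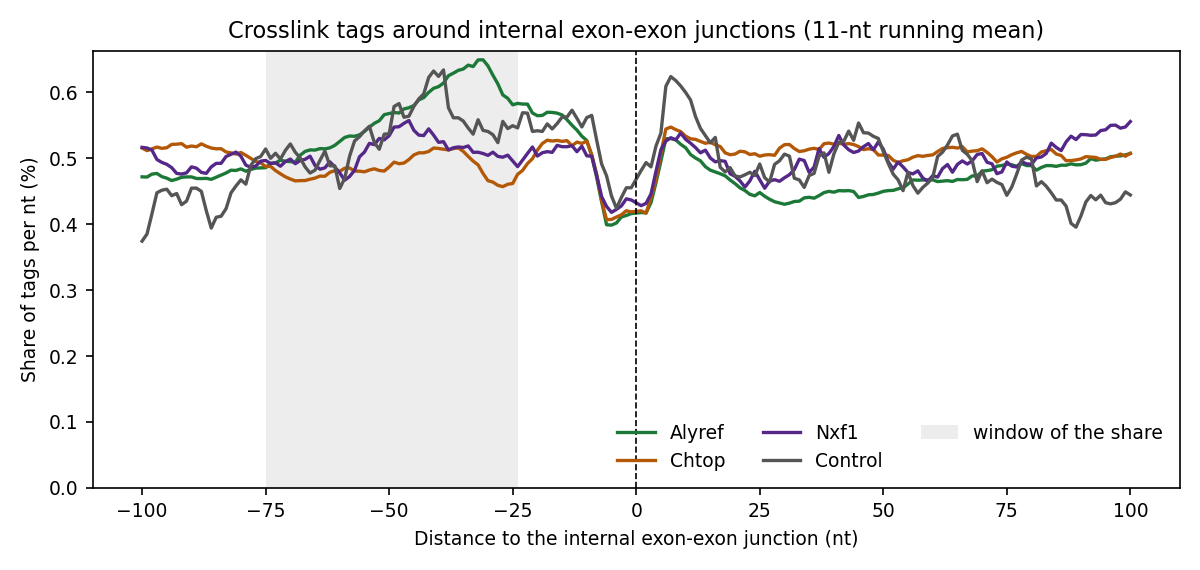
Lines give the percentage of tags per nt (vertical axis, 11-nt running mean) against the distance from internal exon-exon junctions in nt (horizontal axis, 0 at the junction) for the 4 groups, with the window from -75 to -24 nt shaded. Alyref is highest at -31 nt (0.650% per nt) inside the window, and Chtop at 7 nt.

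The balance between transcript ends differed between factors. In genes of at least 3 exons, the log2 ratio of tag density in last to first exons was -1.31 ± 0.09 (SD, n = 3) for Alyref, -0.06 ± 0.11 (SD, n = 3) for Chtop, -0.21 ± 0.21 (SD, n = 3) for Nxf1 and -0.73 ± 0.26 (SD, n = 3) for the Control. Alyref fell below the other factors by 1.18 on the log2 scale, in 3 of 3 replicate numbers (exact permutation p 0.0238, adjusted over 42 tests 0.231). The libraries of each factor were also apart from those of the Control, with differences of -0.58 for Alyref, 0.67 for Chtop and 0.52 for Nxf1 (each exact permutation p 0.1, the smallest possible with n = 3 per group). With merged exons of all isoforms the Alyref difference from the Control shrank to -0.20 (exact permutation p 0.2).

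Tags past annotated transcript ends can come from RNA not yet cleaved, but without poly(A) site maps other ends cannot be excluded. The log2 ratio of tags in the 50 nt downstream to those upstream was -1.92 ± 0.36 (SD, n = 3) for Alyref, -2.44 ± 0.40 (SD, n = 3) for Chtop, -1.84 ± 0.25 (SD, n = 3) for Nxf1 and -1.38 ± 0.12 (SD, n = 3) for the Control. It rested on 764 downstream and 2598 upstream tags for Alyref, 711 and 3416 for Chtop, 148 and 543 for Nxf1, and 41 and 111 for the Control. Each factor lay below the Control in every library (-0.54, -1.07 and -0.46 for Alyref, Chtop and Nxf1, exact permutation p 0.1 each, the smallest possible with n = 3 per group), so that a smaller part of factor tags than of background tags lay past the ends. When positions that recurred at a fixed offset in another library were left out, the differences from the Control were -0.41 for Alyref (exact permutation p 0.3) and -0.16 for Nxf1 (exact permutation p 0.7), and their libraries overlapped with the Control. Between factors no difference passed 0.05, the nearest being Chtop at -0.56 (exact permutation p 0.0714).

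Single-exon genes bear on deposition without splicing. The log2 ratio of exonic tag density in single-exon to multi-exon genes was -1.92 ± 0.11 (SD, n = 3) for Alyref, -1.02 ± 0.14 (SD, n = 3) for Chtop, -0.88 ± 0.05 (SD, n = 3) for Nxf1 and -0.93 ± 0.69 (SD, n = 3) for the Control. The difference of Alyref from the other factors was -0.97 in 3 of 3 replicate numbers (exact permutation p 0.0238, adjusted over 42 tests 0.231) and -0.99 from the Control, below each of its libraries (exact permutation p 0.1, the smallest possible with n = 3 per group). Retained introns had more tags per nt than other introns in all groups, with log2 ratios of 3.15 ± 0.37 (SD, n = 3) for Alyref, 3.72 ± 0.42 (SD, n = 3) for Chtop, 2.75 ± 0.63 (SD, n = 3) for Nxf1 and 2.43 ± 0.61 (SD, n = 3) for the Control. Chtop exceeded the Control in every library (1.29, exact permutation p 0.1) and the other factors by 0.78 (exact permutation p 0.0714, and 0.0357 without Alyref 1).

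**Figure D4:**
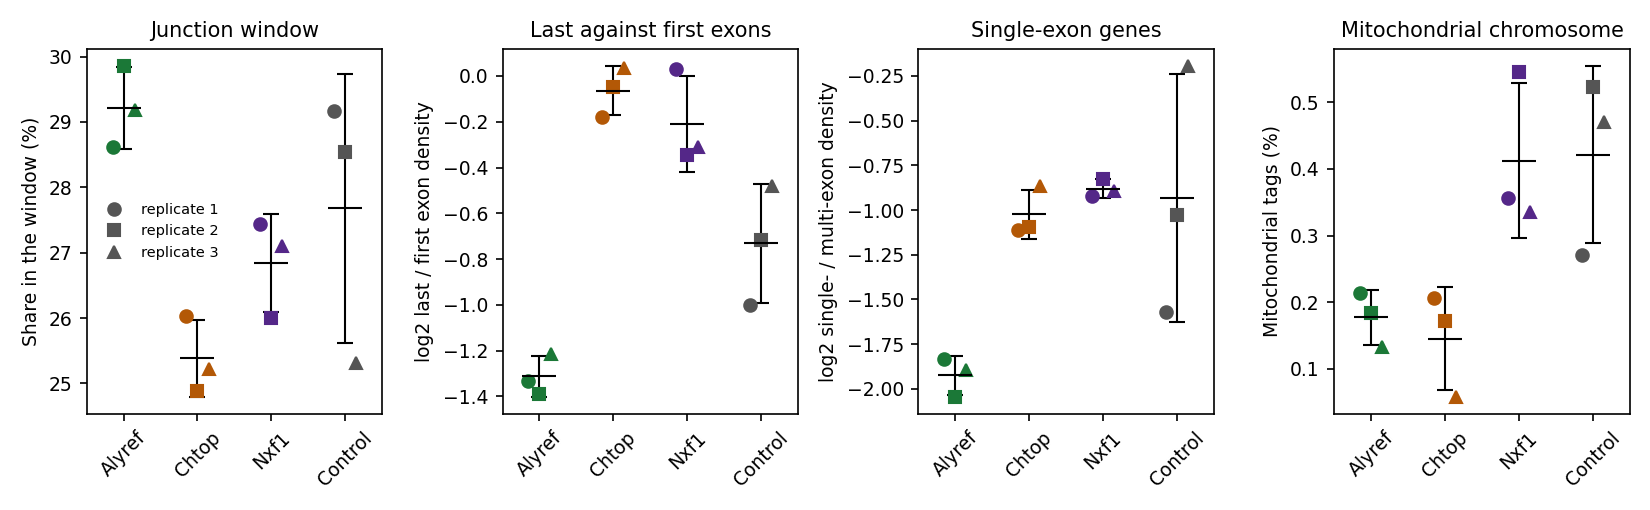
In 4 panels, points are libraries and bars the mean ± SD (n = 3) of each group for the junction window share in percent, the last to first exon and single-exon to multi-exon log2 ratios, and the mitochondrial share in percent. Alyref stands apart from the other factors in the first 3 panels (29.2%, -1.31 and -1.92), and Nxf1 (0.413%) is level with the Control (0.422%) in the panel of mitochondrial tags.

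Mitochondrial tags served as a measure of background, since the factors are nuclear. They made up 0.177% ± 0.0407 (SD, n = 3) of Alyref tags, 0.145% ± 0.0775 (SD, n = 3) of Chtop tags, 0.413% ± 0.116 (SD, n = 3) of Nxf1 tags and 0.422% ± 0.133 (SD, n = 3) of Control tags. Nxf1 exceeded the other factors by 0.251 points (exact permutation p 0.0238, adjusted over 42 tests 0.231, higher in 3 of 3 replicate numbers) and differed from the Control by -0.00893 points (exact permutation p 1). Alyref and Chtop were below every Control library (-0.244 and -0.276 points, exact permutation p 0.1 each, n = 3 per group). Without positions at a shared offset Control 1 fell to 0.163% and this separation was lost, with -0.152 points for Alyref (exact permutation p 0.3) and -0.208 for Chtop (exact permutation p 0.2). After thinning to 7017 tags, positions with another position of that library within 15 nt were 2.15% ± 2.03 (SD, n = 3) for Alyref, 3.12% ± 3.06 (SD, n = 3) for Chtop, 6.74% ± 3.41 (SD, n = 3) for Nxf1 and 9.82% ± 2.13 (SD, n = 3) for the Control. Alyref and Chtop lay below every Control library (exact permutation p 0.1 each, the smallest possible with n = 3 per group), while Nxf1 overlapped with the Control (exact permutation p 0.3). Of the positions of a library, on average 4.41% recurred in another library of Alyref, 4.56% of Chtop, 4.74% of Nxf1 and 3.17% of the Control. With libraries of other groups the recurrence was 1.98%, 2.60%, 4.93% and 6.33%, which for Nxf1 and the Control is no lower than within the group, though the measure also rises with the depth of the other library. At an equal 7017 tags per library, recurrence within a group was 0.120%, 0.155%, 0.674% and 1.07% for Alyref, Chtop, Nxf1 and the Control, against 0.275%, 0.346%, 0.584% and 0.609% with libraries of other groups. The order within against between groups was thus the opposite of that at full depth in all 4 groups, and it was not tested.

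The crosslinked base was uracil for 53.2% ± 3.03 (SD, n = 3) of Alyref tags, 52.7% ± 4.97 (SD, n = 3) of Chtop tags, 50.1% ± 5.04 (SD, n = 3) of Nxf1 tags and 50.6% ± 5.03 (SD, n = 3) of Control tags, and no comparison of groups passed the exact permutation test (smallest p 0.357). That test takes no account of replicate number. Within numbers, Nxf1 was below both other factors in 3 of 3, and Alyref and Chtop were each above the Control in 3 of 3. Replicate 1 was the lowest in each group, by 5.19, 8.47, 8.70 and 8.42 points from the mean of replicates 2 and 3 for Alyref, Chtop, Nxf1 and the Control. In Nxf1 1 and Control 1 the highest uracil share was found at 2 nt upstream of the assigned base (58.7% and 62.1%), while in the other libraries it was at the assigned base or, in Control 3, at the next base downstream.

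**Figure D5:**
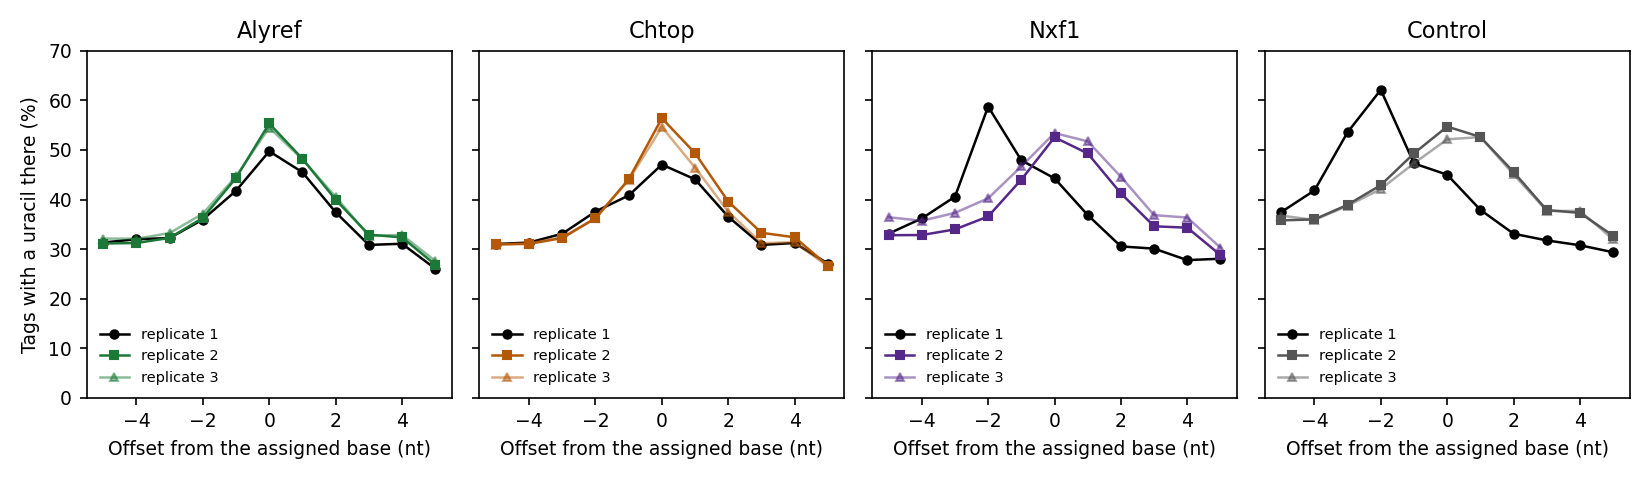
Each panel is a group, and lines give the percentage of uracil (vertical axis) at -5 to 5 nt from the assigned crosslinked base (horizontal axis, offset in nt) for its 3 libraries. Nxf1 1 and Control 1 peak at -2 nt (58.7% and 62.1%), in contrast to a peak of 55.3% at 0 in Alyref 2.

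The bases with most tags were shared between groups. The base with most Alyref tags (62) lay at 127650928 on the minus strand of chromosome 12 (GRCh37), outside annotated genes, within GAACGCCTCTTAAGTCAGAAT (base 11 of the sequence read 5′ to 3′ on that strand). For Chtop (45 tags) and Nxf1 (51 tags) it was position 91853149 on the minus strand of chromosome 1, in an intron of HFM1, within AACTCATCATTTCCGGGGACA (base 11). The most used base of the Control (25 tags, 24 of them in Control 3) was position 130851800 on the minus strand of chromosome 5, in an intron of RAPGEF6, within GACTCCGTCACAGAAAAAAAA (base 11). These are single positions in sequence where unique placement is uncertain, and Control tags were found at each of them. Control 2 held 13 tags at the chromosome 12 base, against 28 in the far deeper Alyref 2. At the chromosome 1 base Control 2 also held 13, against 20 in the far deeper Chtop 2. These bases are thus not shown to be bound above background by Alyref or Chtop. No annotation of repeats was used, so a gene named here is only the gene that spans the position.

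How widely the factors bind the transcriptome was measured as the share of the 19515 protein-coding genes with at least 1 tag over all replicates. It was 79.3% (95% Wilson interval 78.7 to 79.9) for Alyref, 78.2% (77.6 to 78.8) for Chtop, 71.2% (70.6 to 71.8) for Nxf1 and 52.9% (52.2 to 53.6) for the Control, and 66.9% of genes had tags of all 3 factors. The share depended on depth. Thinned to the 90623 tags of the Control, the factors reached 55.7%, 55.3% and 56.9%, so that most of their excess over the Control came with sequencing depth.

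Per-gene tags were then compared for 3417 genes that passed the count filter. For Alyref against Control 0 genes passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 361 were higher and 189 lower at an unadjusted p under 0.05, a split that became 244 higher and 283 lower under RLE size factors. Without Alyref 1 the count was 98 and without Control 1 it was 43. With the replicate number as a block it was 67 (26 higher and 41 lower). For Nxf1 against Control 0 genes passed, with 178 higher and 77 lower at an unadjusted p under 0.05, or 114 and 144 under library totals, and 1 gene passed without Nxf1 3 or without Control 1. Chtop differed from the Control at 497 genes, 305 higher and 192 lower. This count rested on single libraries, being 782 without Chtop 1, 186 without Chtop 3, 152 without Control 2 and 103 without Control 3. The direction of the split depended on scaling, with 233 higher and 271 lower under RLE size factors and 228 higher and 280 lower under library totals, since the median log2 fold change of all tested genes was 0.16 under TMM and 0.00 under RLE. The 3 comparisons share the Control libraries. Their log2 fold changes correlated across genes at 0.859 for Alyref and Chtop, 0.721 for Alyref and Nxf1 and 0.639 for Chtop and Nxf1, all below the 0.902, 0.847 and 0.842 that unchanged groups gave against the same Control in 20 simulations, so they did not exceed what a shared Control gives by itself. Genes of the same sign were 81.9%, 72.3% and 68.7%, against 81.7%, 77.8% and 77.6% in simulation.

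Among genes called higher with Chtop, 12 of 305 had 0 tags in the Control. By the naming rule these included PPP1R15B (ENSG00000158615, chromosome 1, 204365620 to 204381015, minus strand), with 400 Chtop tags at 451 ± 175 CPM (SD, n = 3), at least 11.9-fold higher than the Control (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 3.4e-04). ELK4 (chromosome 1, 205566684 to 205601139, minus strand, 194 tags) and COG8 (chromosome 16, 69354043 to 69373486, minus strand, 181 tags) were at least 5.75-fold and 5.37-fold higher. The genes lower with Chtop were MRPL45 (chromosome 17, 36452989 to 36479100, plus strand, log2 fold change -4.21, SE 0.865, 10 Chtop and 17 Control tags), GNG7 (chromosome 19, 2511217 to 2702692, minus strand, -3.51, SE 0.818) and EYA2 (chromosome 20, 45523263 to 45817492, plus strand, -3.23, SE 0.700). Their Benjamini-Hochberg adjusted p values in edgeR's quasi-likelihood test were 0.00262, 0.00686 and 0.00420, but rose to 0.0688 for MRPL45 without Control 2 and to 0.0772 for GNG7 and 0.154 for EYA2 without Control 3.

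In 1229 strand-specific 10 kb bins, a view that needs no annotation, 0 bins passed for Alyref and 0 for Nxf1 (179 higher and 97 lower, and 112 higher and 17 lower, at an unadjusted p under 0.05), and 271 passed for Chtop, 154 higher and 117 lower. Without Control 3 only 1 bin passed for Chtop, none of the 271, and without Control 2 the count was 99, whereas without Chtop 1 it was 818. For Alyref 29 bins passed without Alyref 1, 12 without Control 1 and 1 without Control 2, and for Nxf1 8 passed without Nxf1 1. The Chtop split moved to 345 higher and 131 lower under RLE size factors and to 390 and 87 under library totals, with the median log2 fold change of all tested bins at 0.60 under TMM and 1.41 under totals, with RLE between them. The bins named by the rule as higher had 0 Control tags and overlapped DDX17 (chromosome 22, 38870001 to 38880000, minus strand), PPP1R15B (chromosome 1, 204370001 to 204380000, minus strand) and the long non-coding RNA gene ENSG00000291201 (chromosome 4, 119550001 to 119560000, plus strand). Those named as lower lay in ACTN4 (chromosome 19, 39160001 to 39170000, plus strand, log2 fold change -4.74), in EHMT1 and the overlapping ENSG00000283411 (chromosome 9, 140530001 to 140540000, plus strand, -4.66) and on chromosome 6 with no gene on that strand (27570001 to 27580000, minus strand, -4.31). All 6 lost their call without Control 3 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0523 to 0.0722), and the bins on chromosomes 19 and 6 also without Control 2.

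The factors were also compared with each other. Alyref and Chtop differed at 530 genes (202 higher and 328 lower with Alyref), Alyref and Nxf1 at 148 (92 higher and 56 lower) and Chtop and Nxf1 at 868 (494 higher and 374 lower). Single libraries moved these counts. For Alyref against Chtop the count was 63 without Alyref 2, 70 without Alyref 3, 394 without Chtop 2 and 114 without Chtop 3, and 802 and 803 without the shallow Alyref 1 and Chtop 1. For Alyref against Nxf1 it was 6 without Alyref 2, 15 without Alyref 3, 2 without Nxf1 2, 12 without Nxf1 3 and 285 without Alyref 1. For Chtop against Nxf1 it was 728 without Chtop 2, 351 without Chtop 3, 452 without Nxf1 2 and 153 without Nxf1 3. Under library totals Alyref against Chtop became 296 higher and 258 lower with a median shift of 0.13, and Alyref against Nxf1 158 higher and 61 lower, next to 65 and 65 under RLE size factors. Chtop against Nxf1 became 438 higher and 453 lower under RLE, and 184 and 257 with exonic tags only, so the direction of its split depended on the setting. The split of Alyref against Nxf1 became 92 higher and 188 lower with exonic tags only and 131 and 154 without Alyref 1. It was 204 and 222 without replicate 1 of every group, and 95 and 94 with the replicate number as a block.

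RBM15 (chromosome 1, 110881128 to 110889303, plus strand) was lower with Alyref than with Chtop (log2 fold change -2.21, SE 0.303, 181 ± 16.5 against 775 ± 289 CPM, SD, n = 3, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 5.3e-05), and kept its call in every fit that left out 1 library. KLHL9 (chromosome 9, 21329664 to 21335403, minus strand, -2.27) and the long non-coding RNA gene ENSG00000291159 (chromosome 15, 85174682 to 85190709, plus strand, -2.23) were also lower, the latter tested in only 2 of the 6 fits that left out 1 library. Higher with Alyref were PPIH (chromosome 1, 43124006 to 43142429, plus strand, 2.43), PRMT1 (chromosome 19, 50179043 to 50192286, plus strand, 2.24) and a Y_RNA gene of a multi-copy family (39 against 3 tags, a 10.0-fold higher tag share with an exact 95% interval of 3.19 to 50.7). The calls of PPIH, PRMT1 and KLHL9 were lost without Alyref 2 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0564, 0.0606 and 0.0564), those of KLHL9 without Alyref 3 (0.0602) and PPIH without Chtop 3 (0.0897), and Y_RNA lost it without Alyref 3, Chtop 2 or Chtop 3 (0.174, 0.186 and 0.0598) and under the DESeq2 Wald test (0.215).

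Against Nxf1, the largest increases with Alyref rested on few Nxf1 tags. With Alyref, CPT1B (chromosome 22, 51007290 to 51016894, minus strand) had 164 tags against 3, a 12.7-fold higher tag share (exact 95% interval 4.28 to 62.4), CHD3 (chromosome 17, 7788114 to 7816078, plus strand) had 123 against 3, a 9.55-fold higher share (3.19 to 47.0), and KAT2A (chromosome 17, 40265129 to 40273385, minus strand) had 276 against 8. CPT1B and CHD3 passed the count filter in only 2 of the 6 fits that left out 1 library, and kept their calls in those. The annotation types ENSG00000270103 and ENSG00000270022 as long non-coding RNA genes, but these spans are short and the kind of RNA was not examined. Lower with Alyref were ENSG00000270103 (chromosome 1, 28975112 to 28975242, plus strand, log2 fold change -2.81, SE 0.390), ENSG00000270022 (chromosome 22, 43011250 to 43011913, plus strand, -2.51, SE 0.418) and MARCKSL1 (chromosome 1, 32799440 to 32801834, minus strand, -2.67, SE 0.788). Their Benjamini-Hochberg adjusted p values in edgeR's quasi-likelihood test were 4.2e-05, 5.8e-04 and 0.0454. Without Nxf1 2 the adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg) was 0.0700 for ENSG00000270103, 0.0947 for ENSG00000270022 and 0.0805 for KAT2A. The other losses were KAT2A without Nxf1 3 (0.153), MARCKSL1 without Alyref 2, Alyref 3 or Nxf1 3 (0.211, 0.0836 and 0.116) and ENSG00000270022 without Alyref 2 or Alyref 3 (0.0533 and 0.0578), by the Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test.

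With Chtop, GOLGA8A (chromosome 15, 34671136 to 34730009, minus strand, log2 fold change 3.70, SE 0.445) and GOLGA8B (chromosome 15, 34817296 to 34880704, minus strand, 4.29, SE 0.603) were higher than with Nxf1. They are near-identical paralogs whose tags cannot be assigned with certainty. HAUS3 (chromosome 4, 2229191 to 2243860, minus strand) had 104 tags against 2, a 15.7-fold higher share (exact 95% interval 4.24 to 131). Lower with Chtop were ENSG00000270103 (-3.80, SE 0.442), the snRNA gene RNU5D-1 (chromosome 1, 45196727 to 45196842, minus strand, -3.87, SE 0.629) and ENSG00000270066 (chromosome 1, 109642815 to 109643241, plus strand, -3.29, SE 0.570), with Benjamini-Hochberg adjusted p values of 1.6e-06, 1.2e-04 and 2.7e-04 in edgeR's quasi-likelihood test. These calls held in each of the 6 fits that left out 1 library, except that ENSG00000270066 did not pass the count filter without Nxf1 2 and was tested in 5. GOLGA8B lost its call under DESeq2 (Wald test, Benjamini-Hochberg adjusted p 0.114) and HAUS3 with exonic tags only (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0567).

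The genes of the tagged proteins were examined in every group. CHTOP had 266 tags in Chtop libraries, 134 with Alyref, 32 with Nxf1 and 3 in the Control, and was higher with Chtop than with Alyref (log2 fold change -1.46 for Alyref against Chtop; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.00138, and 0.0634 without Alyref 2). This call was also lost with no filter on low counts (0.0781, edgeR quasi-likelihood test, Benjamini-Hochberg) and under the DESeq2 Wald test (0.0809). Its tag share with Chtop was 7.91-fold that of the Control (exact 95% interval 2.68 to 38.6), and that call had an adjusted p of 0.0108 (edgeR quasi-likelihood test, Benjamini-Hochberg), or 0.0990 without Control 2 and 0.0767 with exonic tags only. NXF1 had 169 tags with Alyref, 76 with Chtop, 72 with Nxf1 and 4 in the Control. It was higher with Nxf1 than with Chtop (log2 fold change -1.92 for Chtop against Nxf1) and Alyref (-1.22 for Alyref against Nxf1), at adjusted p values of 5.8e-04 and 0.0350 (edgeR quasi-likelihood test, Benjamini-Hochberg). The second was lost without Alyref 2, Alyref 3, Nxf1 2 or Nxf1 3 (0.186, 0.240, 0.302 and 0.147), with no filter on low counts (0.589), with at least 50 tags (0.0656) and under the DESeq2 Wald test (0.190), and the first with no filter (0.0644, edgeR quasi-likelihood test, Benjamini-Hochberg). ALYREF had 40, 17, 14 and 0 tags with Alyref, Chtop, Nxf1 and the Control and did not pass the count filter. Its mean was 35.6 CPM with Nxf1 and 21.5 CPM with Alyref, and Alyref 1 had 0 tags. In shallow libraries few tags gave high values, with CHTOP at 370 CPM from 3 tags in Nxf1 1 and NXF1 at 286 CPM from 2 tags in Control 1, so these genes cannot check the labels of single libraries.

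Of the other genes listed beforehand, XIST (chromosome X, 73040484 to 73072558, minus strand) carried 5955 ± 1194 CPM with Alyref, 7042 ± 315 with Chtop, 6726 ± 4437 with Nxf1 and 7869 ± 1400 in the Control (SD, n = 3), with no comparison past the threshold, so its tags were not detectably above background. Leaving out positions that recurred at a fixed offset in another library lowered the XIST mean to 6025 CPM with Chtop and 5552 CPM in the Control. MALAT1 and NEAT1 also passed no comparison, but without replicate 1 of every group MALAT1 was lower with Alyref than in the Control and NEAT1 higher with Chtop than with Nxf1 (adjusted p 0.0196 and 0.0321, edgeR quasi-likelihood test, Benjamini-Hochberg). JUN, listed as a single-exon example, was lower with Alyref than with Chtop (log2 fold change -1.46; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.00176, but 0.0524 without Alyref 2, 0.0731 with no filter on low counts and 0.0743 under the DESeq2 Wald test). ENO1 was higher with Alyref than Chtop (1.08) and lower with Chtop than Nxf1 (-1.35), SRSF7 was higher with Alyref (1.66) and Chtop (1.48) than with Nxf1, TARDBP was higher with Alyref than Nxf1 (1.61), and DDX39B was higher with Chtop than Nxf1 (1.26). Each of these 6 calls was lost on leaving out at least 1 library, with an adjusted p (edgeR quasi-likelihood test, Benjamini-Hochberg) for example of 0.275 for DDX39B without Nxf1 3, 0.496 for TARDBP without Nxf1 3, 0.276 for SRSF7 of Alyref against Nxf1 and 0.151 for SRSF7 of Chtop against Nxf1 without Nxf1 3, 0.262 for ENO1 of Alyref against Chtop without Alyref 2 and 0.280 for ENO1 of Chtop against Nxf1 without Nxf1 2. Each of the 6 calls was also lost in another setting. With exonic tags only the adjusted p (edgeR quasi-likelihood test, Benjamini-Hochberg) was 0.690 for DDX39B and 0.133 for TARDBP. For SRSF7 it was 0.111 with Alyref and 0.546 with Chtop. The DESeq2 Wald test gave 0.190 for ENO1 of Alyref against Chtop and 0.0589 of Chtop against Nxf1. RBM39 and HNRNPA2B1 passed no comparison in the main fit. With exonic tags only, both were higher with Alyref than with Chtop (adjusted p 0.00235 and 0.0432, edgeR quasi-likelihood test, Benjamini-Hochberg). RBM39 was also higher with only the 2 groups compared (0.0478). DDX39B was higher with Alyref than Nxf1 under the replicate block (adjusted p 0.0394, edgeR quasi-likelihood test, Benjamini-Hochberg). The same held with no filter (0.0222), at least 50 tags (0.026), without replicate 1 of every group (0.00529) and without positions at a shared offset (0.0311). ENO1 was lower with Chtop than Control with RLE size factors (0.0340), library totals (0.0297) and exonic tags only (0.0125). IER5, TAF7 and FRAT2 had 1, 2 and 0 Control tags and were below the count filter.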

Values the study reported

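The study reported that 91%, 90% and 84% of the expressed protein-coding transcriptome carried 1 or more CLIP tags of Alyref, Chtop and Nxf1, in that order, and that 82% carried tags of each of them. It placed the Alyref enrichment between -75 and -24 nt relative to exon-exon junctions, with the summit near -37 nt.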

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

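Among the tests reported here, the fits without replicate 1 of every group and those without positions that recurred at a fixed offset in another library were chosen after seeing the data, and the other alternatives were chosen before the data were examined. Values that moved are given by alternative, and the cause was not tested unless one is named.

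Counts of genes past an adjusted p of 0.05 were unstable. The main counts were 0, 497 and 0 for Alyref, Chtop and Nxf1 against the Control, 530 for Alyref against Chtop, 148 for Alyref against Nxf1 and 868 for Chtop against Nxf1. Of 66 counts under the alternatives, 33 stayed within 1.5 times the main count. With RLE size factors 4 genes passed for Alyref and 1 for Nxf1 against the Control, and with library totals 15 and 1. Counting each position once gave 5 for Alyref against Control, and leaving out positions at a shared offset gave 1 for Nxf1 against Control. DESeq2's Wald test gave 12, 231 and 1 against the Control in the same order, and 75, 24 and 251 between the factors. For several alternatives the number of genes tested differs by construction. No filter on low counts (31927 genes tested) gave 63 for Alyref against Control and 276 for Alyref against Chtop. At least 50 tags over all libraries (9192 genes) gave 81 for Alyref and 1 for Nxf1 against Control, 1047 for Alyref against Chtop and 281 for Alyref against Nxf1. Exons only (1246 genes) gave 46 for Alyref and 192 for Chtop against Control, 280 for Alyref against Nxf1 and 441 for Chtop against Nxf1. Fits of only the 2 groups compared gave 2 for Alyref and 176 for Chtop against Control, 1443 for Alyref against Chtop and 267 for Alyref against Nxf1. Without replicate 1 of every group, with 8836 genes tested, the counts were 140 for Alyref and 806 for Chtop against Control, 1325 for Alyref against Chtop, 426 for Alyref against Nxf1 and 1755 for Chtop against Nxf1.

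The 10 kb bins against the Control gave main counts of 0, 271 and 0 for Alyref, Chtop and Nxf1, and 9 of 24 counts under the alternatives stayed within 1.5 times the main count. RLE size factors gave 27 for Alyref and 476 for Chtop, and library totals 21 and 477. No filter (281383 bins tested) gave 1 and 790, and at least 50 tags (10719 bins) gave 10, 674 and 7 for Alyref, Chtop and Nxf1. Counting each position once gave 4 for Alyref and 3 for Nxf1, DESeq2's Wald test 47 for Alyref, and fits of only the 2 groups compared 92 for Alyref and 94 for Chtop. The planned comparison of factors with each other in 10 kb bins was not run, since it was meant for the case of no annotation.

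Whether libraries of the same replicate number pair differed by comparison. Deviations from the group means correlated above 0.1 in 10 of 18 pairs of the same number, with a mean of 0.134 against -0.0528 for other numbers. Only for Alyref and Nxf1 were all 3 pairs above 0.1 (0.326, 0.144 and 0.452), and the block gave 189 genes there (95 higher and 94 lower), against 148 without it (92 and 56). With the replicate number as a block, 67 genes passed for Alyref and 2 for Nxf1 against the Control, and 8 bins for Alyref, while the other counts of genes and bins stayed within 1.5 times. For the single measures, a block test of a factor against the other factors has 27 arrangements and cannot give p under 0.0741, so it says nothing about their stability. Differences that the test without the block leaves above 0.1, but that are at this smallest value with the same direction in 3 of 3 numbers, are the uracil, non-coding exon and retained intron measures of Nxf1, positions near another for Nxf1 and Alyref, and the mitochondrial share of Chtop.

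Each count was recomputed without each library of the groups compared. For genes it ranged from 0 to 98 for Alyref, 103 to 782 for Chtop and 0 to 1 for Nxf1 against Control, 63 to 803 for Alyref against Chtop, 2 to 285 for Alyref against Nxf1 and 153 to 1185 for Chtop against Nxf1. For bins it ranged from 0 to 29 for Alyref, 1 to 818 for Chtop and 0 to 8 for Nxf1. A fit with fewer libraries has less power by construction. The counts rose without Alyref 1 or Chtop 1, where more genes passed the count filter (5224 and 5196 against 3417), and how much of the rise comes from that was not tested.

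For the 84 differences between groups in regions, ratios and shares there were 348 values under alternatives, of which 132 come from a design that can reach 0.05. Of the differences tested there, 4 values rose above 0.05 and 5 fell below it. The sign changed in 5 of the 348 values, each of a difference that was not past 0.05, 4 of them against the Control. Leaving out positions of more than 1 class gave 0.916 points (exact permutation p 0.0714) for the 5′ UTR share of Alyref, -1.08 (exact permutation p 0.0476) for that of Nxf1, and -0.672 for the non-coding exon share of Chtop against Control. Leaving out positions at a shared offset gave -0.0253 for the 5′ UTR share of Chtop, which reversed, 1.02 (exact permutation p 0.0714) for that of Alyref, -12.8 (exact permutation p 0.0714) for the intron share of Chtop, log2 ratios of 0.74 for last to first exons with Chtop and 0.62 for single-exon genes with Nxf1 (each exact permutation p 0.0476), -0.16 past transcript ends for Nxf1 against Control, non-coding exon differences from the Control of -0.541 for Alyref and -0.732 for Chtop, and -4.84 points for Alyref against Control in positions near another. With exons of at least 200 nt the junction window difference was -4.70 points for Chtop against the other factors (exact permutation p 0.167) and 5.12 for Alyref against Control. With merged exons the last to first exon log2 ratio was 0.72 for Chtop against the other factors (exact permutation p 0.0476), -0.20 for Alyref against Control and 0.99 for Chtop against Control. Without intron edges the retained intron log2 difference of Chtop was 0.83 (exact permutation p 0.0476). Leaving out the shallowest library, so that libraries were thinned to a larger number of tags, gave -19.0, -17.1 and -11.1 points for positions near another with Alyref, Chtop and Nxf1 against Control.

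Leaving out 1 library gave 630 such values, of which 252 come from a design that can reach 0.05, while the others, all those against the Control included, cannot. Of the 252, 20 rose above 0.05 and 5 fell below it. The sign changed in 33 of the 630 values, each of a difference that was not past 0.05. Without Control 3, for example, the share outside annotated transcripts went from -5.69 to 1.08 points for Chtop and from -2.06 to 4.71 for Nxf1 against Control. Among the 252, signs changed for Chtop against the other factors in 3 measures. These were the 5′ UTR share (-0.324 without Nxf1 3), the share outside transcripts (1.57 without Nxf1 3) and the uracil share (-0.416 without Nxf1 1). Signs also changed for the junction window share of Nxf1 (0.0550) and for the retained introns of Alyref (0.106). Over all fits without 1 library, these differences ranged from -0.324 to 0.322, -5.93 to 2.28, -0.802 to 3.88, -0.939 to 0.0550 and -0.325 to 0.106 in that order. Against the other factors, the 3′ UTR difference ranged from -9.38 to -5.002 points for Alyref and from 7.29 to 13.3 for Chtop, the 5′ UTR difference from 0.744 to 1.25 for Alyref and -1.52 to -0.525 for Nxf1, the Chtop intron difference from -14.9 to -9.74 and its junction window difference from -3.05 to -2.28. On the log2 scale the last to first exon difference of Chtop ranged from 0.572 to 0.856, the single-exon difference of Nxf1 from 0.479 to 0.715 and the retained intron difference of Chtop from 0.531 to 0.908. The values that rose above 0.05 had an exact permutation p of 0.0714, and those that fell below it 0.0357. With 3 against 5 libraries the exact p takes few values, of which 0.0357 is the smallest, and with 2 against 6 it cannot go under 0.0714.

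Enrichment over the Control kept its value within the spread of libraries in 142 of 147 values under alternatives. The 5 that moved came with leaving out positions at a shared offset, and were log2 ratios of -1.32 for snoRNA genes, 2.26 for middle exons, 2.47 for middle exons under 100 nt and 2.21 for longer ones with Alyref, and 1.27 for middle exons under 100 nt with Chtop. Of 306 values without 1 library, 35 were counted as moved and 8 as reversed. Further values changed sign without being counted among the 8, such as pseudogenes and retained introns with Nxf1. Without Nxf1 2 the log2 ratios of Nxf1 became -0.0925 for protein-coding genes, -0.0145 for first exons and -0.0487 for middle exons under 100 nt. Without Control 3 they became -0.137, 0.261 for snRNA genes and -0.100 for those short exons, and retained introns became -0.153 for Alyref and -0.0716 for Chtop. The values of protein-coding genes, snRNA genes, first exons and short exons with Nxf1, of pseudogenes with Nxf1 (-0.172, or 0.125 without Control 3) and of retained introns with any factor, therefore have no firm sign. The cause of these reversals was not tested.

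The ranges of those log2 ratios without 1 library were 0.151 to 0.514 for protein-coding genes with Alyref and -0.137 to 0.227 with Nxf1, -0.374 to -0.0575 for long non-coding RNA genes and -0.696 to 0.261 for snRNA genes with Nxf1, -1.65 to -1.12, -3.91 to -1.31 and -1.82 to -1.14 for snoRNA genes with Alyref, Chtop and Nxf1, and 0.216 to 1.48 for miscellaneous RNA genes with Nxf1. First exons ranged from 1.37 to 1.90, 1.18 to 1.71 and -0.0145 to 0.998 in that order of factors, middle exons from 1.57 to 2.29 with Alyref and 1.46 to 2.17 with Chtop, and last exons from 0.840 to 1.24 with Alyref. Middle exons under 100 nt ranged from 1.68 to 2.44, 0.481 to 1.24 and -0.100 to 0.862, and longer ones from 1.55 to 2.25 with Alyref and 1.62 to 2.32 with Chtop. Introns ranged from -1.53 to -0.888 with Chtop, retained introns from -0.153 to 0.678, -0.0716 to 0.760 and -0.451 to 0.380, single-exon genes from 0.328 to 0.477 with Alyref, and histone genes from 0.483 to 0.868 with Alyref and 0.402 to 0.787 with Chtop. Histone and miRNA genes had 26 and 94 Control tags, so they have no value under the alternative that asks for 100.

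The share of protein-coding genes with a tag follows the tags required. With at least 5 tags it was 63.6%, 61.2%, 46.3% and 19.9% for Alyref, Chtop, Nxf1 and the Control. Thinned to the 306671 tags of Nxf1 it was 68.2% for Alyref and 68.5% for Chtop, and thinned to 90623 tags 55.7%, 55.3% and 56.9% for the factors. Without 1 library it ranged from 74.4% to 78.3%, 73.0% to 77.3%, 60.4% to 71.0% and 39.2% to 51.3%. Positions recurring within 5 nt in another library of the group were 12.6%, 13.7%, 9.07% and 6.64%, and at an equal 7017 tags per library 0.120%, 0.155%, 0.674% and 1.07% recurred exactly.

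For the genes named by rule, 339 of 362 values kept their call, 23 lost it and 0 reversed, and 8 further fits gave no DESeq2 adjusted p. For the genes listed beforehand, 1019 of 1198 values kept their direction and their side of the threshold, 50 were lost, 39 gained and 90 reversed, each of the reversed ones in a comparison that was not past the threshold. Of the values for bins named by rule, 65 of 77 kept their call. With no filter on low counts the 3 bins lower with Chtop lost their calls (Benjamini-Hochberg adjusted p 0.902 to 0.937 in edgeR's quasi-likelihood test), and the bin on chromosome 19 also with library totals (0.0535). Genes that missed the count filter of a fit have no value there.

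The log2 fold changes that reversed are given here by setting, and their cause was not tested. With RLE size factors, library totals and DESeq2 in turn they were -0.0152, -0.0970 and -0.101 for ENO1 of Nxf1 against Control, -0.0523, -0.00375 and -0.0192 for HNRNPA2B1 of Chtop against Nxf1, and -0.155, -0.250 and -0.165 for XIST of Chtop against Control, which was -0.00249 with the replicate block. With no filter, against Control, they were 0.565 for ENO1, 0.333 for NEAT1 and 0.384 for XIST with Alyref, 0.138 for MALAT1 and 0.386 for NEAT1 with Chtop, and 0.0186 for DDX39B, 0.162 for RBM39 and 0.109 for SRSF7 with Nxf1. For Alyref against Nxf1 they were 0.0345 for CHTOP, 0.290 for ENO1, 0.2005 for MALAT1 and 0.525 for XIST. With at least 50 tags they were 0.0473 for ENO1 of Alyref against Control, 0.0903 for RBM39 and 0.0285 for SRSF7 of Nxf1 against Control, and 0.201 for XIST of Alyref against Nxf1. With exons only, against Control, they were -0.514 for JUN with Alyref, -0.661 for HNRNPA2B1, -0.716 for NXF1, -0.0914 for RBM39, -0.324 for TARDBP and -1.04 for XIST with Chtop, and 0.00645 for DDX39B, 0.115 for RBM39 and 0.157 for SRSF7 with Nxf1. Between factors, exons only gave 0.172 for NEAT1 of Alyref against Chtop, -0.0654 for HNRNPA2B1 and -0.113 for NEAT1 of Alyref against Nxf1, and for Chtop against Nxf1 -0.0695 for CHTOP, -0.976 for HNRNPA2B1, -0.487 for JUN, -0.727 for MALAT1, -0.285 for NEAT1, -0.207 for RBM39 and -0.583 for XIST. With only the 2 groups compared they were -0.0972 for HNRNPA2B1, -0.156 for RBM39 and -0.382 for XIST of Chtop against Control, 0.111 for RBM39 of Nxf1 against Control and -0.0672 for HNRNPA2B1 of Chtop against Nxf1. Without replicate 1 of every group they were 0.0474 for ENO1 and 0.0890 for NEAT1 of Alyref against Control, 0.0818 for NEAT1 and -0.0315 for XIST of Chtop against Control, 0.0853 for RBM39 of Nxf1 against Control, -0.0777 for DDX39B and 0.00716 for NEAT1 of Alyref against Chtop, 0.421 for XIST of Alyref against Nxf1 and -0.0457 for MALAT1 of Chtop against Nxf1. Without positions at a shared offset they were 0.0378 for XIST of Alyref against Control, 0.273 for DDX39B and 0.549 for SRSF7 of Nxf1 against Control, 0.448 for XIST of Alyref against Nxf1 and -0.0344 for HNRNPA2B1 of Chtop against Nxf1.

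Without 1 library, the log2 fold changes with a reversal ranged, against Control, from -0.605 to 0.0306 for NEAT1, -0.0282 to 1.22 for RBM39 and -0.106 to 0.264 for XIST with Chtop, and with Nxf1 from -0.583 to 0.472 for DDX39B, -0.562 to 0.352 for ENO1, -0.165 to 1.40 for HNRNPA2B1, -0.345 to 0.911 for RBM39 and -0.486 to 1.17 for SRSF7. Between factors they ranged from -0.156 to 0.304 for DDX39B and -0.629 to 0.137 for NEAT1 of Alyref against Chtop, from -1.02 to 0.115 for CHTOP, -0.521 to 0.402 for ENO1, -1.19 to 0.0186 for JUN, -0.426 to 6.6e-05 for MALAT1 and -0.170 to 0.269 for XIST of Alyref against Nxf1, and from -0.174 to 0.509 for HNRNPA2B1 of Chtop against Nxf1.

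In simulations at these depths, 4-fold changes of genes above the median in total tags were recovered less often against the Control than between factors (97.0% to 100%). Genes with fewer tags were not changed in them, so the values do not cover such genes. Against the Control 94.0%, 99.0% and 90.0% of the higher genes but 59.0%, 64.0% and 56.0% of the lower ones were recovered for Alyref, Chtop and Nxf1, so lower genes are the ones most often missed. Why 0 genes passed for Alyref and Nxf1 was not tested. Control libraries held 7017, 46628 and 36978 tags, and 0 tags in Control 1 allows up to 428 CPM, so a gene at 0 there is not shown to lack tags.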

Other observations

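The tests chosen only after the result was seen were those on exonic tags, on another offset of the assigned base, on lanes 7 and 8, on library size, on tags mis-assigned and trimmed to another offset, and both tests on recurrence at a fixed offset. No biological explanation was tested for the patterns within a group, since the design names no biological difference between replicates.

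Other splits of the 6 libraries of each comparison were fitted as well. With 3 libraries against 3 there are 10 splits, so no share under 0.05 can be had. For Chtop against Control 1 of the 10 splits, the real one, gave as many genes, and the same held for Alyref against Chtop, Alyref against Nxf1, Chtop against Nxf1 and the bins of Chtop against Control. For Alyref and Nxf1 against Control, in genes and in bins, 10 of 10 splits gave as many, trivially, since the real count is 0. The largest counts of other splits were 105 genes for Chtop against Control, 66 for Alyref against Nxf1, 510 for Chtop against Nxf1 and 155 bins for Chtop against Control, each from the split that exchanged the replicate 1 libraries, and 14 for Alyref against Chtop from the split that put Alyref 1 with Chtop 1 and Chtop 3. For Alyref against Control the split that exchanged the replicate 1 libraries gave 37 genes and 59 bins, more than the real 0, and with the replicate number as a block 67 genes and 8 bins passed. For Alyref against Nxf1, where the numbers pair the libraries, the 66 genes were the most among the other splits that part every pair, and the others of these gave 0.

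Control 1 and Nxf1 1 had higher CDS shares (20.6% and 23.7%) than the mean of replicates 2 and 3 (5.62% and 11.3%). Tags of other libraries mis-assigned by barcode would have to make up 65.3% of Control 1 and 71.9% of Nxf1 1. The positions found in libraries of other groups from the same lanes were 12.03% and 15.9%, next to 10.9% and 10.3% for replicate 2 of the same group in those libraries, which argues against it as the whole cause. At the offset with most sharing, -2 nt for Control 1 and -3 nt for Nxf1 1, the shares were 19.0% and 26.9%, which argues against mis-assigned tags trimmed to another offset as well. Both tests assume that a mis-assigned molecule was also read with its own barcode. Leaving out positions at a shared offset did not lower the CDS shares, which became 20.8% and 26.8%. The cause stays open.

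Over 400 genes, Alyref 1 correlated more with Chtop 1 (0.690) than with Alyref 2 (0.532) and Alyref 3 (0.485). This is across genes, which are not independent replicates. At equal depth 5.27% of Chtop 1 positions were found in Alyref 1, against 1.16% and 1.22% for Chtop 2 and 3 and 1.29% and 1.35% for Alyref 2 and 3. Mis-assigned tags cannot be told apart from positions common to shallow libraries, since Control 2 and Control 3, which are of another number, had 4.32% and 5.63% of their positions in Alyref 1. Over exonic tags the correlation with Chtop 1 was 0.607, below the 0.696 and 0.744 with Alyref 2 and 3, so tags outside exons are a possible explanation of the likeness.

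The uracil share at the assigned base was lower in replicate 1 than in replicates 2 and 3 by 7.70 points on average over the 4 groups. A different mix of sequence classes would close this gap within a class. It was 8.29 points within introns, which argues against the mix as the whole cause, although within CDS it was 3.19 points and -1.07 for Alyref. In Nxf1 1 and Control 1 the highest uracil share lay at -2 nt (58.7% and 62.1%), so an assigned base shifted by trimming may be the cause there. In Alyref 1 it lay at an offset of 0 and no offset upstream stood out, which argues against a shift of the assigned base there. In Chtop 1 it also lay at 0, but the share at -2 nt was 37.6% against 36.2% in both other Chtop libraries, and some of its positions recur at that offset elsewhere, so a shift of part of its positions cannot be told apart from other causes. Replicate 3, from the same lanes 7 and 8, exceeded replicate 1 by 7.16 points, which argues against the lanes. Library size cannot be told apart from the replicate number, because replicate 1 was the shallowest in all 4 groups. Leaving out positions at a shared offset moved the share from 44.3% to 45.9% in Nxf1 1 and from 47.0% to 47.9% in Chtop 1.

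Tags outside annotated genes were most frequent in Control 3 (34.9%) and Nxf1 3 (29.7%). If they were background spread over the genome on either strand, they would lie antisense to genes about as often as the length of such sequence gives, 42.7%. The antisense share was 41.4% (95% Wilson interval 40.5 to 42.2) in Control 3 and 40.9% in Nxf1 3, close to that value though the interval excludes it. Such background is therefore a candidate explanation, but the test is weak, since Chtop 1 (41.5%) and Chtop 3 (41.0%) came as close.

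Positions of some libraries recurred in another library at a fixed offset of 2 or 3 nt. Among 132 ordered pairs of libraries 8 had an excess at an offset over the next offsets. Of Chtop 1 positions 13.5% were found in Alyref 3 at -2 nt, against 5.67% at the next offsets, and of Control 2 positions 11.8% in Alyref 2 at -2 nt, against 5.87%, or 31.8% against 5.20% of its CDS positions. Nxf1 1 positions recurred at -3 nt in Alyref 3 (13.1% against 7.77%), Chtop 3 (11.7% against 7.50%), Nxf1 3 (10.4% against 5.80%) and Control 3 (6.19% against 3.49%), Control 1 positions at -2 nt in Alyref 2 (12.5% against 8.52%) and Chtop 3 positions at -2 nt in Nxf1 3 (1.26% against 0.915%). Spacing of crosslinks along the RNA would give the offset in other replicates too, where the largest excess was 0.607%, which argues against it. An excess was found in 0 of the 32 pairs that shared no sequencing run, so reads assigned by barcode to another library of the run may be the source. That test is weak, because most pairs shared a run. The threshold for an excess was loosened after the last of the 8 pairs had been seen. Tags at such positions made up 28.4% of Nxf1 1, 13.6% of Chtop 1, 12.5% of Control 1, 11.9% of Control 2 and 1.39% of Chtop 3. Their removal is among the alternatives. It took the largest share of tags from Nxf1 1, but 0% from Control 3, which is also a small library.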
